A study of Mus musculus with 3 samples.

How the data were processed

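Aortic valve structures of postnatal day 1 mouse pups were measured in 3 pooled replicates of 1 group, with 22 to 24 aortic roots in each pool, per the labels. The assay was the gene expression part of 10x Genomics Multiome, in which RNA and open chromatin are read from the same nuclei. The chromatin part is not analysed here. With 1 group, no comparison between groups of samples exists, and the comparisons made are between classes of nuclei within the pools.

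The deposited matrices hold raw UMI counts per gene and nucleus, written by Cell Ranger 7.1.0 per the file headers. The values were checked to be whole numbers with a different total in each nucleus. The labels and headers do not state the genome build or the annotation, so no coordinates are given, and genes carry the names of the feature tables, which list 36167 features including EGFP. The tables hold barcodes already taken as nuclei, with a smallest total of 500 UMIs, so empty droplets were not used here. Pool 1 had 49918251 UMIs in 10580 nuclei, pool 2 had 25341316 UMIs in 5949 nuclei and pool 3 had 21254247 UMIs in 4611 nuclei.

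Nuclei were kept with at least 500 UMIs, at least 300 genes and at most 5% of UMIs from the 13 mitochondrial genes. Scrublet, as run in scanpy 1.11.5, scored doublets in each pool. Its automatic threshold marked 0 nuclei in pool 1, 0 in pool 2 and 1 in pool 3. After this was seen, the threshold was replaced by marking the highest scores at a share of 0.8% per 1000 deposited nuclei, which marked 638, 164 and 145 nuclei. Counts were scaled to 10000 per nucleus and log-transformed. The 2000 most variable genes, chosen within pools, gave 30 principal components and a graph of 15 neighbours, which leidenalg 0.10.2 divided at a resolution of 1. The list of 40 genes fixed in advance, the 12 cell cycle genes, the genes that call sex and the mitochondrial genes were kept out of the clustering. No integration across pools was applied.

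A cluster took the name of 1 of 21 marker classes when at least 3 of that class's markers were detected in at least 10% of its nuclei and were at least 2-fold higher than in the other nuclei, with a pseudocount of 5 CPM. Clusters with fewer markers, or with low UMI totals and no marker among their top 10 genes, stayed unnamed. Clusters named endothelial and endocardial were to form 1 class, but no cluster took the endocardial or valve endothelial name. The classes are rebuilt from these markers and carry the word "like" because the labels assign no nucleus to a cell type.

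For shares of nuclei with a UMI of a gene, each nucleus was first thinned at random to 1000 UMIs, and shallower nuclei were left out of that measure. A cycling nucleus had at least 2 UMIs over the 12 cell cycle genes after thinning. Shares are given as mean and SD over the 3 pools, and single pools carry a Wilson 95% interval. A count of 0 is given with the share that 3 counts would make. Intervals and limits cover counting error only. The cardiomyocyte-like class served as the background of free RNA for Scx and EGFP. A permutation of 3 values against 3 cannot give a p under 0.1, so shares were not compared by permutation. No other test of shares against each other was made.

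Raw counts were summed per pool and class over the 9 named classes with at least 20 nuclei in every pool, which made 27 libraries. They were tested with edgeR 4.0.16 (R 4.3.3) by the quasi-likelihood test after TMM scaling and the filterByExpr filter on low counts, with pool as a block because all classes of a pool come from 1 library. A class was set against the mean of the other classes, or against the fibroblast-like class. Benjamini-Hochberg adjustment over all genes tested was used with a threshold of 0.05, and counts adjusted over the list alone are given beside it. The list holds 8 tendon-associated, 8 cartilage-associated, 8 fibre and 16 valve disease genes. Nuclei with a Scx UMI were each matched without replacement to 1 nucleus of the same pool and class with none and the nearest UMI total, and the sums were tested in the same way without Scx. Female nuclei had at least 2 Xist UMIs and no UMI of 4 Y-linked genes, male nuclei had no Xist UMI and at least 1 of these, and the genes that call sex were left out of the test between them. EGFP was found among the features when the tables were read, and the comparisons of nuclei with and without an EGFP UMI were added then, with the matching and test used for Scx.

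The filters, the gene list, the markers, the tests of the planned comparisons and most alternatives were set before the data were examined. The exceptions are the doublet threshold, all work on EGFP, the alternative without a mitochondrial limit, the one without the lymphatic endothelial-like class, and those tests of explanations that are named below as chosen only after the result was seen. In tests of the list any of its genes could be named. In the comparisons of matched nuclei, the genes named were up to 5 with the largest rise and 5 with the largest fall among those with an adjusted p under 0.05, the same direction in all 3 pools and a mean of at least 20 CPM.

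The tests were checked on simulated data made from these libraries, in which 200 genes were changed by 2-fold or 4-fold. In a single draw per setting, every library was given the mean proportions of all libraries of its fit. The simulated data thus had no pool effect and no difference between groups beyond the changed genes. The percentages and false calls describe these simpler data and may not hold for the real fits. At 2-fold, 71.0% of the changed genes were called for the valve interstitial-like class against the others, with 13 false calls among 155 calls. Against the fibroblast-like class 61.5% were called, with 21 false calls among 144 calls. Both shares of false calls were above the share that the adjustment threshold is set to hold. At 4-fold, 6 of 189 and 17 of 195 calls were false, the first under that share and the second above it. These single draws do not show that the threshold holds its share of false calls in either comparison. The matched comparisons recovered 54.0% for EGFP in valve interstitial-like nuclei, 41.0% for EGFP in endothelial-like nuclei and 87.5% for sex. The Scx comparison recovered 1.00% at 2-fold and 30.5% at 4-fold, so its depth limits it to larger changes. These percentages count all 200 changed genes, of which 140 and 153 passed the filter on low counts in the Scx comparison at 2-fold and 4-fold.

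Alternatives were Leiden resolutions of 0.5 and 2, doublets kept, at least 1000 UMIs per nucleus, the fixed list allowed in clustering, no mitochondrial limit, thinning to 2000 UMIs or none, at least 1 cell cycle UMI, DESeq2's size factors in edgeR, the Wald test of DESeq2 1.42.0, no filter on low counts, no pool block, matching within clusters, no matching, at least 2 UMIs of the splitting gene, at least 5 Xist UMIs, the lymphatic endothelial-like class left out of the other classes, and leaving out each pool in turn.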

Results

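Single-nucleus gene expression was measured in aortic valve structures of postnatal day 1 mice, in 3 pools that form 1 group. The strain label names an EGFP allele of Scx, the gene of the tendon-associated transcription factor scleraxis, and the zygosity of the pups is not stated. The 3 pools held 21140 deposited nuclei and 96513814 UMIs. The median UMI count per deposited nucleus was 3634.5 in pool 1, 3176 in pool 2 and 3084 in pool 3. More than 5% mitochondrial UMIs were present in 28.6%, 41.8% and 14.1% of the nuclei of pools 1, 2 and 3, and these 6159 nuclei were left out. After doublets were removed, 6896, 3276 and 3790 nuclei were analysed, with median UMI counts of 4087.5, 4557.5 and 3204. Across 16955 genes, the correlation of log2 CPM between pools was 0.993 for pools 1 and 2, 0.987 for pools 1 and 3 and 0.983 for pools 2 and 3, where genes are not independent replicates. The counts of pairs of pools differed by more than counting error, with a chi-square per degree of freedom from 16.9 to 35.3.

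The first question was which cell classes the structures contain. The 13962 analysed nuclei formed 32 clusters, of which 29 matched 13 marker classes and 3 stayed unnamed. Smooth muscle-like nuclei made up 23.0% ± 6.92 (SD, n = 3 pools), endothelial-like nuclei 20.3% ± 2.10, cardiomyocyte-like nuclei 20.04% ± 2.85, valve interstitial-like nuclei 11.8% ± 1.504 and fibroblast-like nuclei 8.92% ± 0.691. Mesothelial-like nuclei made up 2.60% ± 0.363, macrophage-like nuclei 1.74% ± 0.728 and pericyte-like nuclei 1.14% ± 0.242, and the other 5 classes were each under 1%. Unnamed clusters held 8.43% ± 0.316, and 22.7% with no mitochondrial limit, 16.1% with doublets kept and 2.40% with at least 1000 UMIs per nucleus. In percentage points the smooth muscle-like share differed most between pools, at 29.96% (Wilson 95% interval 28.9 to 31.1) in pool 1, 16.1% (14.9 to 17.4) in pool 2 and 23.1% (21.7 to 24.4) in pool 3. With no mitochondrial limit, the alternative that moved the cardiomyocyte-like share most, that share was 15.1%.

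**Figure D1:**
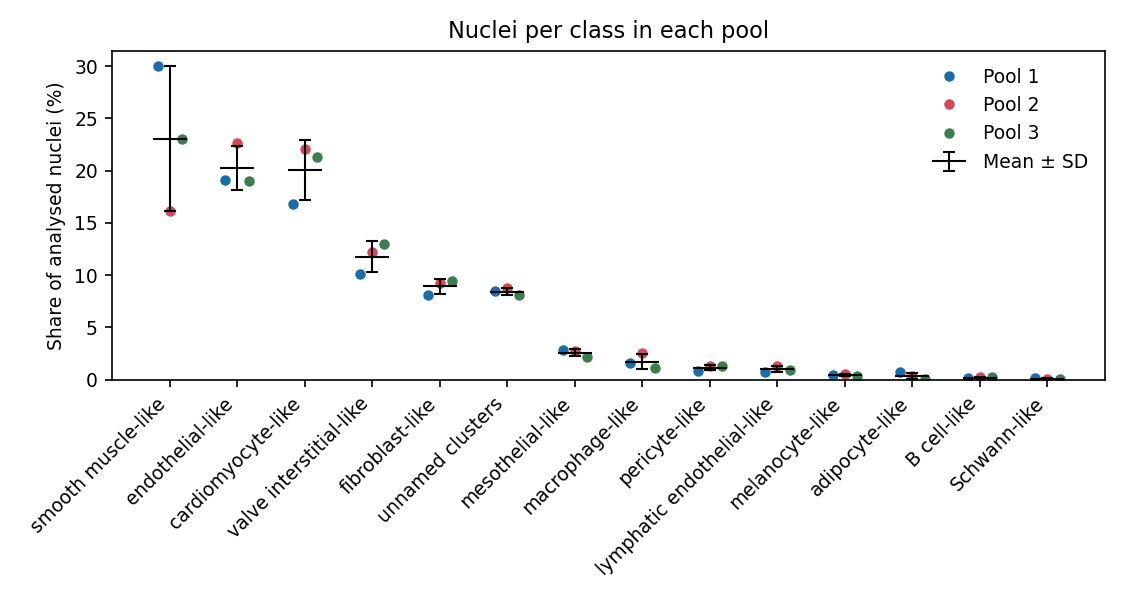
Share of analysed nuclei in each class (percent), with 1 point per pool and bars for the mean and SD of 3 pools. The smooth muscle-like share ran from 16.1% in pool 2 to 29.96% in pool 1.

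Valve interstitial-like nuclei formed 2 clusters. The genes with the highest fold in the first, of 927 nuclei, included Rmst, Pcdh15, Rnf43 and Adamts19, and those in the second, of 660 nuclei, included Ctnna2, Abi3bp, Col11a1 and Col12a1. Endothelial-like nuclei formed 7 clusters. The top genes of 1 of them, of 416 nuclei, included Kcnc2, Wnt9b, Pthlh and Wnt4. Of the 3 unnamed clusters, 1 of 746 nuclei was led by haemoglobin genes and had a median of 976.5 UMIs, 1 of 295 nuclei had a median of 12249 UMIs, and 1 of 136 nuclei had a median of 978.5 UMIs.

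The next question was where Scx RNA is detected. The deposited nuclei held 56 Scx UMIs in all, 35 of them in the analysed nuclei. At 1000 UMIs per nucleus, a Scx UMI was present in 0.463% ± 0.198 (SD, n = 3 pools) of valve interstitial-like nuclei, 7 of 1480 nuclei, at a median depth of 3469 UMIs before thinning. In cardiomyocyte-like nuclei, the background class with a median depth of 5279 UMIs, it was present in 0 of 2583 nuclei, which allows a share of up to 0.116%. Within single pools the 2 classes could not be told apart at this depth. The valve interstitial-like share was 0.460% (Wilson 95% interval 0.157 to 1.34) in pool 1, 0.267% (0.0470 to 1.495) in pool 2 and 0.662% (0.225 to 1.93) in pool 3. The 0 nuclei in the cardiomyocyte-like class had upper interval bounds of 0.348%, 0.550% and 0.486%. Without thinning, the valve interstitial-like share was 0.710% ± 0.406 and the cardiomyocyte-like share 0.0750%. At that setting the pool 1 share was 0.863% (Wilson 95% interval 0.396 to 1.87) in valve interstitial-like nuclei. This was apart from the 0 of 2066 smooth muscle-like nuclei of pool 1, whose upper bound was 0.186% at a median depth of 3778 UMIs. Smooth muscle-like is not the background class, which held 1 Scx UMI in 1157 nuclei of pool 1. The valve interstitial-like shares in pools 2 and 3 were 0.250% and 1.02%, against 0 Scx UMIs in smooth muscle-like nuclei. In endothelial-like nuclei, with a median depth of 4399.5 UMIs, the thinned share was 0.0510% ± 0.0890, under the share that a count of 0 allows in the background class. Summed over all UMIs, Scx was at 0.665 CPM ± 0.423 in endothelial-like nuclei, from 8, 1 and 2 UMIs in the 3 pools, and at 0.148 CPM ± 0.133 in cardiomyocyte-like nuclei, from 1, 1 and 0. Mesothelial-like nuclei were at 0.954 CPM ± 0.970, from 2, 0 and 1 UMIs. The thinned share in fibroblast-like nuclei was 0.121% ± 0.210, from 2 nuclei of pool 1. These counts do not rank the classes below valve interstitial-like nuclei. The mean Scx level was 2.09 CPM ± 1.53 in valve interstitial-like nuclei, from 6, 1 and 5 UMIs in the 3 pools.

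EGFP was detected more often than Scx, with 788 UMIs in the deposited and 561 in the analysed nuclei. At 1000 UMIs per nucleus, an EGFP UMI was present in 2.95% ± 1.19 (SD, n = 3 pools) of valve interstitial-like nuclei and 1.09% ± 0.251 of endothelial-like nuclei, with median depths of 3469 and 4399.5 UMIs. In the cardiomyocyte-like background class, with a median depth of 5279 UMIs, the share was 0.398% ± 0.163. The valve interstitial-like share was 4.14% (Wilson 95% interval 2.86 to 5.96), 2.93% (1.65 to 5.18) and 1.77% (0.898 to 3.45) in pools 1, 2 and 3, and the cardiomyocyte-like share 0.363% (0.141 to 0.930), 0.576% (0.224 to 1.47) and 0.254% (0.0700 to 0.922). These intervals were apart in pools 1 and 2 and overlapped in pool 3. The share in endothelial-like nuclei was 1.16% (0.702 to 1.90), 0.814% (0.374 to 1.77) and 1.30% (0.688 to 2.46), and its interval overlapped the background interval in every pool. Without thinning, the alternative that moved these shares most, they were 10.2% in valve interstitial-like, 5.15% in endothelial-like and 1.81% in cardiomyocyte-like nuclei.

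Summed over all UMIs of a class, EGFP reached 30.2 CPM ± 6.89 (SD, n = 3 pools) in valve interstitial-like nuclei and 11.1 CPM ± 1.48 in endothelial-like nuclei. It was at 7.25 CPM ± 2.87 in mesothelial-like nuclei, from 9, 9 and 4 UMIs. The level was 3.94 CPM ± 0.773 in cardiomyocyte-like nuclei and 3.08 CPM ± 0.628 in fibroblast-like nuclei. Within the valve interstitial-like class, the cluster led by Ctnna2 had 44.9 CPM ± 3.06 and the cluster led by Rmst 24.8 CPM ± 10.1. Of the endothelial-like clusters with at least 100 nuclei, that led by Rtl4 and Cytl1 had the highest level, 19.4 CPM ± 4.25, and that led by Kcnc2 the lowest, 1.96 CPM ± 2.09. In the cluster led by Kcnc2, 6 of 7 endocardial or valve endothelial markers passed the naming limits, the most of the endothelial-like clusters. In that led by Rtl4 and Cytl1, 3 of 10 valve interstitial markers passed them. The endothelial-like EGFP level can therefore not be read as that of endocardial or valve endothelial nuclei. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, EGFP was higher in valve interstitial-like nuclei than in the other classes by 3.47 on the log2 scale (SE 0.25, adjusted p 1.59e-13), and higher in endothelial-like nuclei by 1.86 (SE 0.31, adjusted p 7.89e-06). These values rest in part on the lymphatic endothelial-like class, which held 0 EGFP UMIs in all 3 pools. With that class left out of the other classes, chosen after the data were seen, they were 2.67 (SE 0.20, edgeR adjusted p 4.92e-13) and 1.04 (SE 0.22, edgeR adjusted p 0.000166). The EGFP difference between valve interstitial-like and fibroblast-like nuclei was 3.27 (SE 0.32, adjusted p 4.22e-10 by the same edgeR test). In smooth muscle-like nuclei it was 0.15 (SE 0.34, edgeR adjusted p 0.784), without replicate 1 it was -0.36, and with the lymphatic endothelial-like class left out it was -0.70 (edgeR adjusted p 0.0566).

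**Figure D2:**
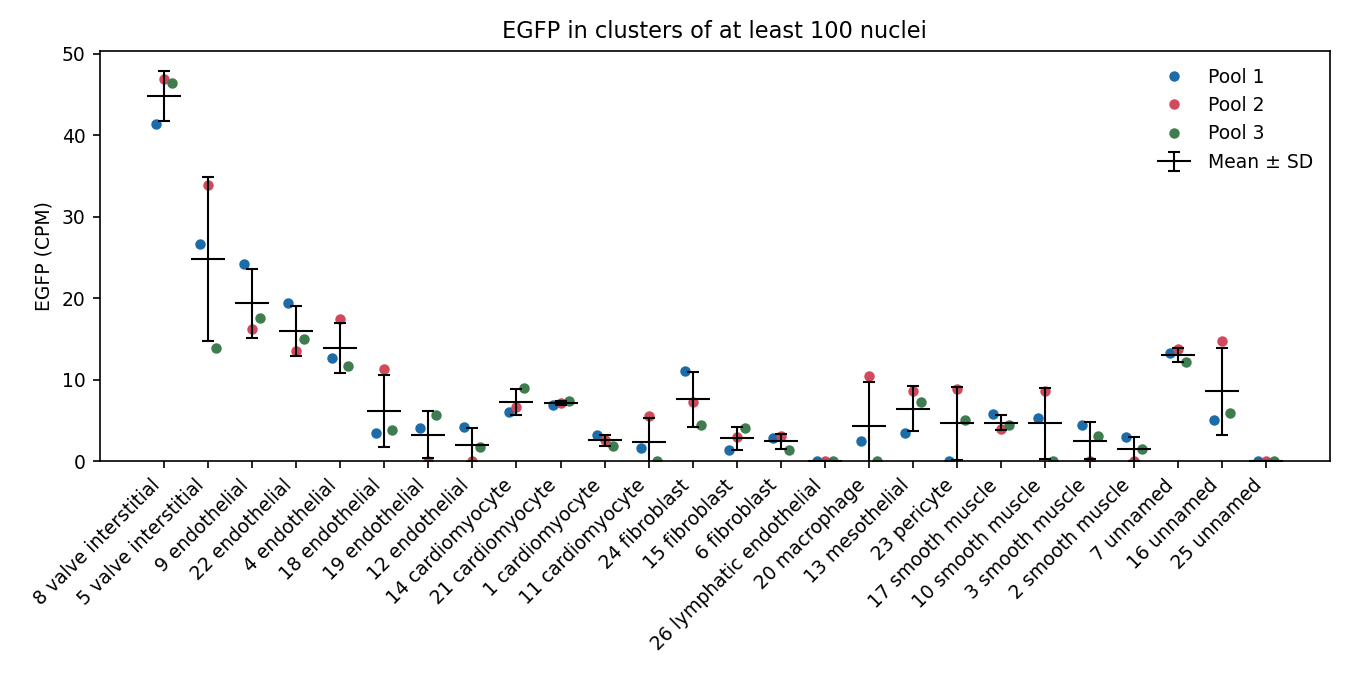
EGFP level (CPM) in clusters of at least 100 nuclei, ordered by class, with 1 point per pool and bars for the mean and SD of 3 pools. The valve interstitial-like clusters 8 and 5 had means of 44.9 and 24.8 CPM, and the endothelial-like cluster 12 a mean of 1.96 CPM.

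Of the 40 genes of the fixed list, 35 passed the filter on low counts in the fit of 15071 genes. Scx, Tnmd, Kera, Col2a1 and Chad were under the filter and were not tested. The question for valve interstitial-like nuclei was which of these genes set them apart from the other classes. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, 24 genes were higher and 4 lower, 28 in all, and 29 adjusted over the list alone. The largest rise was that of Adamts19, by 5.57 on the log2 scale (SE 0.12, edgeR adjusted p 7.93e-29), with a mean of 2070 CPM ± 395 (SD, n = 3 pools). Col9a1 was higher by 5.25 (SE 0.22, edgeR adjusted p 2.50e-20) at 83.0 CPM ± 11.3, and Matn4 by 4.12 (SE 0.21, edgeR adjusted p 1.31e-18) at 49.1 CPM ± 17.6. Col11a1 and Fmod were both higher by 2.89, Fbn2 by 2.05, Gata4 by 1.64 and Notch1 by 1.11. Single other classes had higher means than valve interstitial-like nuclei for 4 of these genes. Fmod was at 309 CPM ± 81.2 in mesothelial-like nuclei against 95.5 CPM ± 48.8, and Col11a1 at 138 CPM ± 8.74 in fibroblast-like nuclei against 131 CPM ± 18.0. Gata4 was at 858 CPM ± 155 in cardiomyocyte-like nuclei against 625 CPM ± 36.9, and Notch1 at 259 CPM ± 13.9 in endothelial-like nuclei against 113 CPM ± 6.08. The 4 lower genes were Jag1 at -1.54, Nos3 at -1.19, Eln at -1.05 and Tgfbr2 at -0.65. Without replicate 2 Nos3 was no longer past the threshold, at -0.84 (adjusted p 0.0763, between 2.89e-05 and 0.0763 over its alternatives), nor was it with the lymphatic endothelial-like class left out of the other classes, at -0.75 (adjusted p 0.05098). Eln UMIs were frequent in every class, with a lowest mean of 1403 CPM ± 640 in cardiomyocyte-like nuclei. The valve interstitial-like mean was near it, at 1876 CPM ± 492. No correction for free RNA was made, so Eln levels in these 2 classes cannot be told apart from free Eln RNA. The alternative that moved this count most was testing with no filter on low counts, with 32 calls.

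In endothelial-like nuclei, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 14 list genes higher and 14 lower, 28 in all, and 29 adjusted over the list alone. Nos3 was higher by 4.49 (SE 0.11, edgeR adjusted p 4.15e-28) at 262 CPM ± 18.9 (SD, n = 3 pools), and Robo4 by 3.36 (SE 0.27, edgeR adjusted p 4.75e-13) at 18.1 CPM ± 2.13. Gata5 was higher by 2.88, Notch1 by 2.47, Smad6 by 1.73 and Eln by 1.46. Adamts19 was at -1.84 (SE 0.21, edgeR adjusted p 3.41e-09). The lymphatic endothelial-like class was among the classes compared with, and its means were 36.55 CPM ± 5.95 for Robo4 and 151 CPM ± 47.1 for Nos3. Gata5 was higher in mesothelial-like nuclei, at 22.0 CPM ± 7.98 against 11.4 CPM ± 3.06, and Eln in smooth muscle-like nuclei, at 15290 CPM ± 2593 against 8746 CPM ± 2074.

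In smooth muscle-like nuclei, the same edgeR test called 12 list genes higher and 9 lower, 21 in all, and 23 adjusted over the list alone. Acan was higher by 3.29 (SE 0.13, edgeR adjusted p 3.92e-22) at 250.5 CPM ± 73.3 (SD, n = 3 pools), and Jag1 by 2.74 (SE 0.10, edgeR adjusted p 1.57e-22) at 525 CPM ± 61.6. Eln was higher by 2.40 at 15290 CPM ± 2593, Fbln5 by 2.08 and Tnc by 1.97. The mean of Tnc was 272 CPM ± 31.9 in fibroblast-like nuclei against 261 CPM ± 13.8. Adamts19 was at -2.95 and Gata4 at -1.46. With doublets kept, Adamts19 was at -0.59 and stayed past the threshold.

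To set valve interstitial-like apart from fibroblast-like nuclei, the same edgeR test called 16 list genes higher and 10 lower, 26 in all, and 26 adjusted over the list alone. Col9a1 was higher by 3.23 (SE 0.26, edgeR adjusted p 3.34e-12), Matn4 by 2.98 (SE 0.28, edgeR adjusted p 1.00e-10), Fmod by 2.89 (SE 0.22, edgeR adjusted p 4.67e-13) and Adamts19 by 2.49 (SE 0.19, edgeR adjusted p 7.51e-13). Comp was higher by 2.53, from 31, 8 and 3 UMIs in the valve interstitial-like class and 3, 3 and 0 in the fibroblast-like class. Without replicate 1, Comp was at 1.72 and no longer past the threshold (adjusted p 0.281, between 7.37e-05 and 0.281 over its alternatives). Adamts5 was at -1.77, Jag1 at -1.59 and Fbn1 at -1.14. Without the pool block the count was 17.

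**Figure D3:**
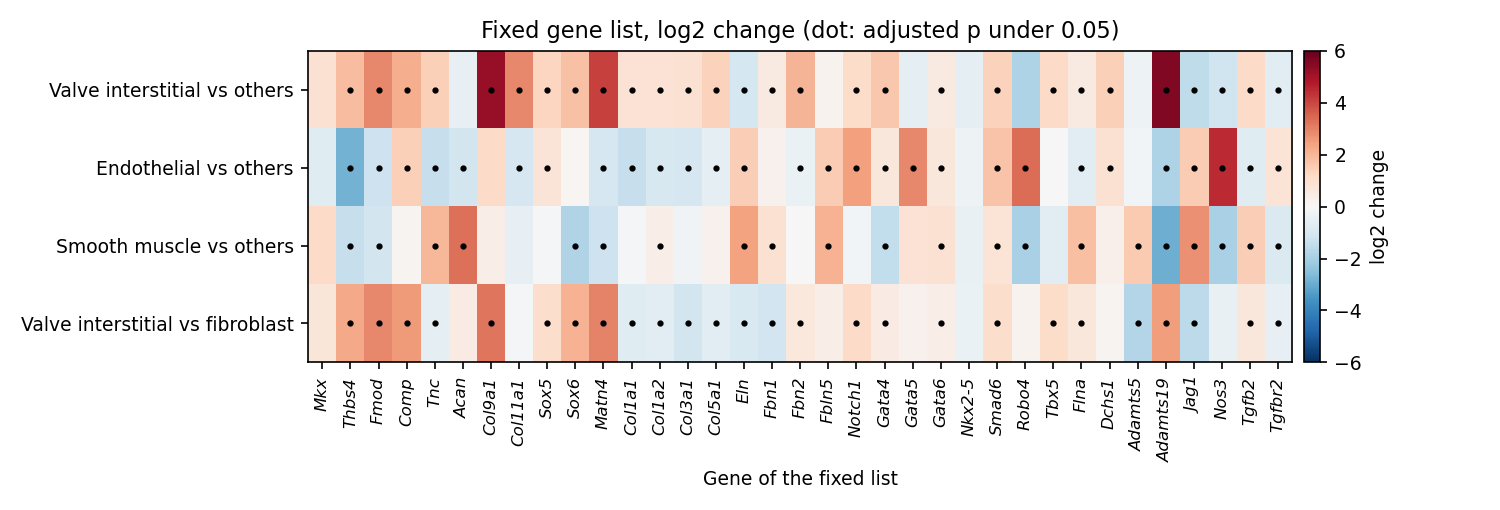
Log2 change of the 35 tested genes of the fixed list in 4 comparisons, with a dot where the adjusted p of edgeR's quasi-likelihood test was under 0.05. Adamts19 was highest in valve interstitial-like nuclei, at 5.57 against the other classes, and was at -2.95 in smooth muscle-like nuclei.

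The genes detected together with Scx were sought within the valve interstitial-like class. The 6, 1 and 5 nuclei with a Scx UMI in pools 1, 2 and 3 were set against as many matched nuclei without one. Of 242 genes tested by edgeR's quasi-likelihood test, 0 had an adjusted p under 0.05, and 8 had an unadjusted p under 0.05. Without replicate 3, 6 genes were called. On simulated data this comparison recovered 1.00% of 200 genes changed 2-fold and 30.5% of those changed 4-fold. Of these genes, 140 and 153 passed the filter on low counts, and 1.40% and 39.9% of them were recovered.

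The same comparison was made for EGFP, chosen after the data were seen, with 77, 53 and 31 pairs of valve interstitial-like nuclei in pools 1, 2 and 3. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 10 of 5456 genes were higher in nuclei with an EGFP UMI and 5 lower, 15 in all. The alternatives that moved this count most were leaving out the pool block and asking for at least 2 EGFP UMIs, with 0 calls each, and 303 and 67 genes at an unadjusted p under 0.05. Without replicate 3, 3 genes were called. Ccn2 was higher by 1.62 (SE 0.20, edgeR adjusted p 0.00286) and Thbs1 by 1.27 (SE 0.16, edgeR adjusted p 0.00286), each in 3 of 3 pools. Ccn2 was past the threshold in each of the fits that left out 1 pool, and Thbs1 was at an adjusted p of 0.0558 without replicate 3, between 0.000391 and 0.335 over its alternatives. Prg4, Nr4a2 and Ryr2 were higher by 2.30, 2.00 and 1.35, and Fhit, Rmst, Nav3, LOC115487471 and Pcdh7 were at -1.21, -1.08, -0.99, -0.97 and -0.85. Each of these 8 genes fell short of the threshold when at least 1 of the pools was left out. With matching within clusters, 5 genes were called. Mitochondrial genes had a median change of 0.35 in the same comparison, and splits by 3 of 30 other genes detected in a like number of nuclei called at least as many genes.

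In endothelial-like nuclei, 78, 46 and 24 pairs were compared, and the same edgeR test called 10 of 6188 genes higher and 30 lower, 40 in all. Without replicate 1, 1 gene was called. Kcnc2 was at -2.72 (SE 0.30, edgeR adjusted p 0.000320), and this rested on the mix of clusters, since matching within clusters gave 0.75. Ednrb, Nppc, Nts and Rbfox1 were at -3.56, -3.50, -3.05 and -2.64. Ednrb, Nppc and Nts were among the top 10 genes of the cluster led by Kcnc2, so the mix of clusters may account for their falls too. Camk4, Sfrp1, Eln, Htra1 and Bgn were higher by 1.59, 1.38, 1.30, 1.29 and 1.22. Each of these 10 genes changed in the same direction in 3 of 3 pools. With matching within clusters, 8 genes were called, and Eln (0.62) and Bgn (0.68) were past the threshold. Splits by 7 of 30 other genes detected in a like number of nuclei called at least 40 genes. Of 7082 genes tested for a difference between the EGFP effects of the 2 classes, 0 had an adjusted p under 0.05 and 415 an unadjusted p under 0.05.

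Cycling nuclei were counted to compare proliferation between classes. At 1000 UMIs per nucleus, at least 2 cell cycle UMIs were found in 16.2% ± 3.44 (SD, n = 3 pools) of fibroblast-like, 10.4% ± 0.978 of smooth muscle-like, 5.98% ± 0.539 of valve interstitial-like, 4.56% ± 0.456 of endothelial-like and 3.14% ± 1.02 of cardiomyocyte-like nuclei. The median depths before thinning were 3804.5, 3406, 3469, 4399.5 and 5279 UMIs. The fibroblast-like and smooth muscle-like shares were each above the other 3 by more than the SDs. This did not hold for smooth muscle-like nuclei at a Leiden resolution of 0.5, where their share was 3.30%, under the valve interstitial-like 6.28% and the endothelial-like 4.56%, and the fibroblast-like share was 28.9%. Of the 263 nuclei of a cycling smooth muscle-like cluster, 262 were named fibroblast-like at that resolution. Pericyte-like and macrophage-like nuclei had shares of 21.5% ± 6.35 and 14.2% ± 8.05 from 148 and 207 nuclei.

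**Figure D4:**
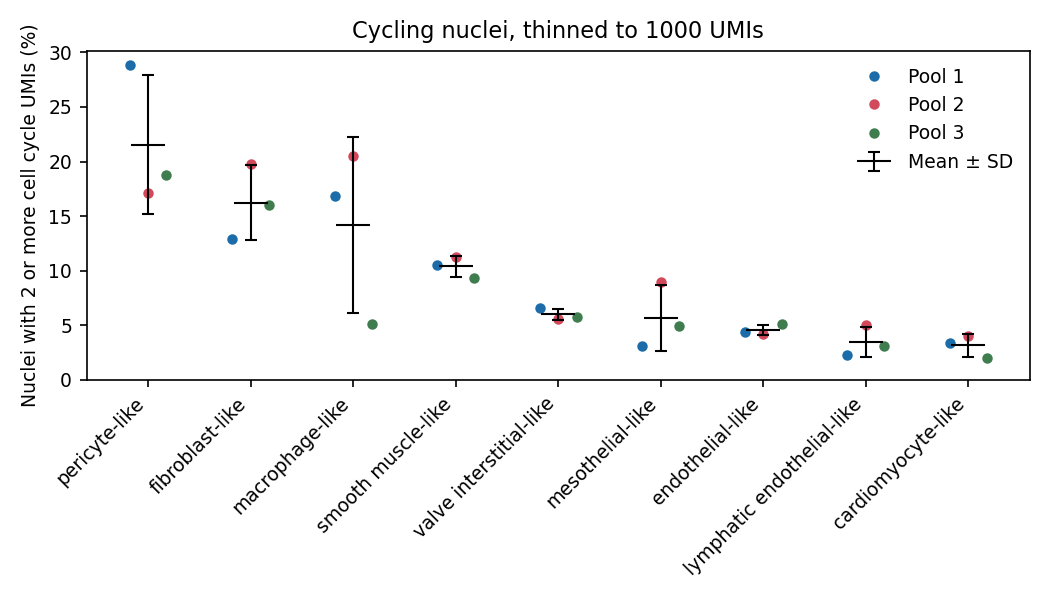
Share of nuclei with at least 2 cell cycle UMIs after thinning to 1000 UMIs (percent), in the 9 classes with at least 20 nuclei in every pool, with 1 point per pool and bars for the mean and SD of 3 pools. Valve interstitial-like nuclei had 5.98% and fibroblast-like nuclei 16.2%.

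Pups of both sexes were pooled, so sex was called per nucleus. In pools 1, 2 and 3, 2237, 1107 and 1304 pairs of female and male nuclei were compared. Of 15674 genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 4 higher and 1 lower in female nuclei, 5 in all. Kdm6a was higher by 0.78 (SE 0.05, edgeR adjusted p 5.67e-10), Eif2s3x by 0.70, Gm33272 by 0.68 and Kdm5c by 0.56. Ccl21a was at -0.73 (SE 0.10, edgeR adjusted p 0.0253), and without replicate 1 or without replicate 2 it was no longer past the threshold. Without replicate 2 only Kdm6a was called, and without replicate 3 the count was 25. Both Xist and Y-linked UMIs were found in 7.29% ± 1.39 (SD, n = 3 pools) of the analysed nuclei, at 6.47% (Wilson 95% interval 5.91 to 7.07), 6.50% (5.71 to 7.40) and 8.89% (8.03 to 9.84) in pools 1, 2 and 3. With doublets kept the mean was 9.95%.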

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

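The test of EGFP levels between classes of the nuclei left out for mitochondrial RNA was chosen only after the result was seen.

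EGFP UMIs were also present in the 6159 nuclei above the mitochondrial limit, which the comparisons leave out except under the alternative with no mitochondrial limit. They held 138 EGFP UMIs among 14674898, a level of 9.40 CPM (exact Poisson 95% interval 7.90 to 11.1). The level was 8.55, 10.6 and 9.43 CPM in pools 1, 2 and 3. One technical explanation is free EGFP RNA alone, which would give all classes a like level. When these nuclei were assigned to classes, the valve interstitial-like ones had 25.2 CPM (15.2 to 39.4), and all others 8.55 CPM (7.08 to 10.2). The valve interstitial-like level was the higher one in 3 of 3 pools, though by little in pool 3 (9.86 against 9.39 CPM), and the intervals were apart, which argues against free EGFP RNA alone. Among single classes, the endothelial-like ones had 6.42 CPM (4.33 to 9.17), apart from the valve interstitial-like level. Smooth muscle-like nuclei had 10.97 CPM (7.502 to 15.5), unnamed ones 11.3 CPM (8.09 to 15.3), cardiomyocyte-like ones 7.504 CPM (2.44 to 17.5) and fibroblast-like ones 17.9 CPM (4.89 to 45.95), and these 4 intervals overlapped it. The smooth muscle-like level was above the endothelial-like level, the reverse of the analysed nuclei. Free RNA as part of the cause stays open. No biological explanation was tested, since the design has 1 group.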

How the results depend on the processing

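The alternatives chosen only after the data were seen were the one with no mitochondrial limit, the one that left out the lymphatic endothelial-like class and all those for EGFP.

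The counts of called list genes stayed within 1.5 times their values under every alternative run, except that the valve interstitial-like against fibroblast-like count fell from 26 to 17 without the pool block. Across the 3 fits that each left out 1 pool, the count ran from 26 to 28 for valve interstitial-like, from 23 to 28 for endothelial-like and from 17 to 22 for smooth muscle-like nuclei, and from 20 to 26 against fibroblast-like nuclei. Of 182 pairs of a named gene and an alternative in the valve interstitial-like comparison, 180 kept direction and side of the threshold and 2 (both Nos3) lost the threshold. All 112 pairs did so in the endothelial-like comparison, 109 of 112 in the smooth muscle-like one, and 116 of 117 against fibroblast-like nuclei, where Comp was lost. The remaining 3 pairs were EGFP in smooth muscle-like nuclei, which was not called. It changed sign to -0.36 with DESeq2 and to -0.70 with the lymphatic endothelial-like class, which held 0 EGFP UMIs, left out, and ran from -0.36 (without replicate 1) to 0.48 across the 3 fits that each left out 1 pool. Exchanging TMM for DESeq2's size factors moved the median of all genes by at most 0.05 in size (-0.05 in the endothelial-like comparison).

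The class shares moved by more than 1 SD in few cases. With no mitochondrial limit, cardiomyocyte-like nuclei made up 15.1%, valve interstitial-like nuclei 9.32% and fibroblast-like nuclei 6.51%, and at a Leiden resolution of 0.5 fibroblast-like nuclei made up 10.99%. Leaving out 1 pool gave 19.0% to 21.7% cardiomyocyte-like, 19.0% to 20.9% endothelial-like, 8.68% to 9.32% fibroblast-like, 19.6% to 26.5% smooth muscle-like and 11.1% to 12.6% valve interstitial-like nuclei. Unnamed clusters held 22.7% with no mitochondrial limit, 16.1% with doublets kept and 2.40% with at least 1000 UMIs per nucleus. In smaller classes, in unnamed clusters and for background shares, 79 values stayed within 1 SD and 23 did not.

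EGFP shares rose with the depth compared, by construction. In valve interstitial-like nuclei they were 5.55% at 2000 UMIs and 10.2% without thinning. The Scx share there did not follow depth, since it fell from 0.463% at 1000 UMIs to 0.249% at 2000 UMIs, with 7 of 1480 and 3 of 1259 nuclei, and was 0.710% without thinning. The cause of this fall was not tested. In endothelial-like nuclei the EGFP share was 2.15% at 2000 UMIs and 5.15% without thinning. Leaving out 1 pool gave 0.364% to 0.561% for Scx in valve interstitial-like nuclei, 2.35% to 3.54% for EGFP there and 0.986% to 1.23% for EGFP in endothelial-like nuclei.

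Cycling shares also rose with depth and with a looser minimum. At 2000 UMIs they were 5.43% in cardiomyocyte-like, 15.5% in smooth muscle-like, 7.24% in endothelial-like, 9.74% in valve interstitial-like and 23.8% in fibroblast-like nuclei. Without thinning they were 11.7%, 20.2%, 12.96%, 15.97% and 29.1% in that order, and with at least 1 cell cycle UMI 10.5%, 20.7%, 11.04%, 16.6% and 26.6%. The smooth muscle-like share was 3.30% at a resolution of 0.5, 12.2% at 2, 13.9% with doublets kept and 9.20% with no mitochondrial limit. The fibroblast-like share was 28.9% at a resolution of 0.5 and 19.97% with at least 1000 UMIs per nucleus. The valve interstitial-like share was 4.51% with doublets kept, 3.96% with at least 1000 UMIs and 4.39% with the list allowed in clustering. At a resolution of 0.5, 262 of the 263 nuclei of a cycling cluster named smooth muscle-like were named fibroblast-like, which put the smooth muscle-like share under the valve interstitial-like 6.28% and the endothelial-like 4.56%, while the fibroblast-like share stayed the highest of the 5. For the other changes with the clustering the cause was not tested. Leaving out 1 pool gave 2.70% to 3.69%, 9.94% to 10.9%, 4.30% to 4.73%, 5.67% to 6.17% and 14.5% to 17.9% in the order above.

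The comparison of nuclei with and without Scx gave from 0 to 6 genes across the 3 fits that each left out 1 pool, and 0 under each other alternative fitted, with between 3 and 276 genes at an unadjusted p under 0.05. At least 2 Scx UMIs gave no value, because no nucleus had them.

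The EGFP counts depended on several choices. In valve interstitial-like nuclei 15 calls became 3 with no filter on low counts, 4 with DESeq2, 5 with matching within clusters, 2 with doublets kept, 0 without the pool block (303 genes at an unadjusted p under 0.05) and 0 with at least 2 EGFP UMIs (67 genes). In endothelial-like nuclei 40 calls became 131 with no filter, 17 with DESeq2, 4 without the pool block, 8 with matching within clusters, 174 without matching, 13 with doublets kept and 0 with at least 2 EGFP UMIs (36 genes at an unadjusted p under 0.05). Leaving out 1 pool gave from 3 to 17 and from 1 to 40 calls. Kcnc2 changed sign to 0.75 with matching within clusters, which removes the difference in cluster mix by construction. The falls to 5 and to 8 with such matching were tested as differences in cluster mix, which stayed open in valve interstitial-like nuclei. For the other changes the cause was not tested, except that at least 2 EGFP UMIs left fewer nuclei. Of the pairs of a named gene and an alternative, 37 of 105 stayed past the threshold in valve interstitial-like and 61 of 97 in endothelial-like nuclei.

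The count of genes between female and male nuclei was 68 with no filter, 3 with DESeq2, 27 without matching and 0 without the pool block (122 genes at an unadjusted p under 0.05), and ran from 1 to 25 when 1 pool was left out. The cause was not tested. Of 50 pairs of a named gene and an alternative, 35 stayed past the threshold and 15 did not. The share of nuclei with both sexes' transcripts was 5.55% with at least 5 Xist UMIs and 9.95% with doublets kept, and from 6.49% to 7.70% when 1 pool was left out.

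Depth limits the Scx results. With 35 Scx UMIs in the analysed nuclei, a difference between valve interstitial-like and cardiomyocyte-like nuclei within 1 pool was not detectable after thinning. Without thinning, the valve interstitial-like and smooth muscle-like intervals were apart in pool 1. This is not a separation from the cardiomyocyte-like background class, which held 1 Scx UMI in that pool.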

Other observations

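The tests chosen only after the result was seen were those that reassign labels, those that split nuclei by other genes, those of the cluster mix of nuclei with EGFP, of EGFP in endothelial-like nuclei, of the unnamed cluster, of Ryr2, of the number of nuclei, of depth, of remaining doublets and of the EGFP background, and those of EGFP against Scx.

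The labels of classes were reassigned within pools to see how many calls other groupings give. Of 30 assignments, the real one included, 1 called as many list genes for valve interstitial-like nuclei, 1 for endothelial-like nuclei and 1 for smooth muscle-like nuclei, so only the real labels did. A reassigned label mostly joins different classes in different pools, and the classes were made from the expression of these same nuclei. Low counts for other assignments were thus built into the test, and it lends no support to the calls or the class names. For comparisons of 2 libraries per pool, only 4 assignments exist, and the share cannot fall under 0.05. The real labels alone gave as many calls, 1 of 4, for valve interstitial-like against fibroblast-like nuclei, for EGFP in valve interstitial-like nuclei and for EGFP in endothelial-like nuclei. For the nuclei with Scx, 4 of 4 assignments gave at least the 0 calls made (8 genes had an unadjusted p under 0.05), and for female against male nuclei 2 of 4 gave at least 5 calls.

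A split of valve interstitial-like nuclei by EGFP called 15 genes. Splits by 30 other genes detected in a like number of these nuclei called a median of 0.5 genes, and 3 of the 30 called at least 15. A candidate explanation is therefore that the count is one that a split by another such gene can also give. Mitochondrial genes were higher in nuclei with an EGFP UMI by a median of 0.35 (median SE 0.19), with a larger mitochondrial share in 3 of 3 pools, which is in line with more free or cytoplasmic RNA in them. Transcripts of both sexes were found in 8.07% (Wilson 95% interval 4.78 to 13.3) of the nuclei with EGFP and 6.21% (3.41 to 11.1) of those without, so a difference in doublets cannot be told apart from none with 161 nuclei on each side. The 2 clusters differed in EGFP level, and that led by Rmst, the lower one, took 58.4%, 60.4% and 41.9% of the nuclei with EGFP in pools 1, 2 and 3 against 63.6%, 56.6% and 83.9% of those without. With matching within clusters 5 genes were called, but the mix differed in this direction in only 2 of 3 pools, so the cluster mix cannot be told apart from other causes. A biological difference between these nuclei stays open and was not tested.

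In the same comparison Ryr2, a cardiomyocyte marker, was higher by 1.35. The other 5 cardiomyocyte markers tested were all higher, by a median of 0.49, but none was past the threshold. Cardiomyocyte RNA in these nuclei may account for part of the change, and it cannot be told apart from a change of Ryr2 itself because the median lies between that of no change and that of Ryr2.

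The split of endothelial-like nuclei by EGFP called 40 genes, and 7 of 30 other splitting genes called at least as many (median 2.50). The cluster led by Kcnc2 took 6.41%, 0% and 4.17% of the nuclei with EGFP in pools 1, 2 and 3, against 21.8%, 17.4% and 25.0% of the matched nuclei without. With matching within clusters the count was 8, which is consistent with the cluster mix as the source of most of the calls. Mitochondrial genes had a median change of -0.012, with a larger share in 2 of 3 pools, and the median SE of 0.18 keeps a small difference in free RNA open. Transcripts of both sexes were found in 10.1% (Wilson 95% interval 6.24 to 16.05) of the nuclei with EGFP and 12.8% (8.37 to 19.2) of those without, and these intervals overlap, so a difference in doublets stays open. Of 7082 genes, 0 had an EGFP effect that differed between the 2 classes at an adjusted p under 0.05 and 415 had an unadjusted p under 0.05, which cannot show that the classes share 1 effect.

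EGFP in endothelial-like nuclei, less the cardiomyocyte-like level, was at 24.4% ± 6.41 (SD, n = 3 pools) of its valve interstitial-like level. Doublets with valve interstitial-like nuclei would bring other RNA of those nuclei at a like percent. The 7 list genes more than 4-fold higher in valve interstitial-like nuclei had a median of 11.3% ± 5.47, and 5 of them were under the EGFP percent in every pool. Adamts19 was at 1.125% ± 0.470 and Matn4 at 3.91% ± 0.738, while Comp was at 111% ± 82.1. This argues against such doublets as the whole cause. Free RNA alone would give the endothelial-like clusters a like level, but over all pools the cluster led by Rtl4 and Cytl1 had 21.1 CPM (exact Poisson 95% interval 16.4 to 26.8) and that led by Kcnc2 had 2.25 CPM (0.825 to 4.89), with the same order in 3 of 3 pools, which argues against it. The 6 valve interstitial markers tested between endothelial-like nuclei with and without EGFP had a median change of 0.22 and went both ways, with 4 higher. Only Hapln1 was past the threshold, and it was lower in nuclei with EGFP, at -2.50 (edgeR adjusted p 0.00257). EGFP made in these nuclei stays open and was not tested.

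Outside the valve interstitial-like and endothelial-like classes, EGFP ranged from 1.49 to 13.02 CPM across the 13 clusters with the larger UMI totals. Carry-over of cytoplasmic RNA may set this background. The Spearman rho with the median mitochondrial percent was 0.363 (permutation p 0.220), and Pearson's r was 0.672 (permutation p 0.0230), which fell to 0.302 without the 2 clusters farthest from the median, so the relation rests on those clusters. It was the only relation of its kind computed, and with 13 clusters it decides nothing.

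EGFP UMIs outnumbered Scx UMIs by 16.03 to 1 in the analysed nuclei. The valve interstitial-like and endothelial-like classes held 65.7% of the Scx UMIs (exact Clopper-Pearson 95% interval 47.8 to 80.9) and 63.6% of the EGFP UMIs (59.5 to 67.6), against 29.2% of all UMIs, which argues against Scx reads from other cells than EGFP reads. Most alleles of the pups might carry EGFP in place of Scx. Of the analysed nuclei 11 held both transcripts, but no value gives the genotype of a pup, so the explanation stays open, as does a difference in how well the 2 transcripts are captured, which was not tested.

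Transcripts of both sexes were found in 996 analysed nuclei. Free Xist or Y-linked RNA would be spread thinly. Of the 753 nuclei with at least 5 Xist UMIs and a Y-linked UMI, 54.6% (Wilson 95% interval 51.0 to 58.1) held at least 3 Y-linked UMIs, where a Poisson spread gives 0.459% and male nuclei had 57.8%, which argues against free RNA as the whole cause. Of the nuclei marked as doublets 53.7% (50.6 to 56.9) held transcripts of both sexes, above the 49.9% that random pairs would give, and in pool 3 60.0% (51.9 to 67.6) did. Pairs alone do not give this excess, so doublets left among the analysed nuclei outside the unnamed cluster described below stay open as an explanation. Nuclei with both sexes' transcripts had a higher median UMI count than nuclei of 1 sex in 21 of 21 groups of pool and class. The median ratio was 1.83 and the lowest 1.17, with unnamed clusters included. Doublets would give this, but both transcripts are also found more readily in deeper nuclei, so it cannot decide. The number of deposited nuclei as the sole cause is argued against by the comparison of pool 3 with pool 1. With doublets kept pool 3, with the fewest deposited nuclei, had 10.8% (9.84 to 11.8). The upper interval bound of pool 1, 11.1%, scaled by the number of deposited nuclei, would give 4.83%. Without the unnamed cluster these values were 7.22% (6.435 to 8.095) and 4.59%. After the filters pool 2 had the fewest nuclei, 3440 against 3935 in pool 3, and with doublets kept its share was 8.69% (7.80 to 9.68). The unnamed cluster with a median of 12249 UMIs held 217 such nuclei among its 295, 73.6% (68.2 to 78.3), and 196 of its nuclei came from pool 3. Pairs of a random mix give at most about 50%, so pairs alone are argued against in this cluster, and droplets with more than 2 nuclei were not tested. Without it the shares were 5.83%, 6.11% and 5.09% in pools 1, 2 and 3, the order of their median UMI counts of 4087.5, 4557.5 and 3204. With it pool 3 had the highest share, so depth of the pool as the cause stays open. No biological explanation was tested.

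Identical barcodes were found in 99 cases between pools 1 and 2, 59 between pools 1 and 3 and 44 between pools 2 and 3.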
